A study of Homo sapiens with 16 samples. Its data were reported in "A Genotoxic Stress-Responsive miRNA, miR-574-3p, Delays Cell Growth by Suppressing the Enhancer of Rudimentary Homolog Gene in Vitro" (2014).

How the data were processed

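Small RNA was measured in 2 human cell lines after X-irradiation: A549, a lung adenocarcinoma line, and NB1RGB, a line of normal skin fibroblasts. Per the labels there were 16 samples in 8 groups of 2: for each line non-irradiated cells (0 Gy), cells 1 h and 3 h after 2 Gy, and cells 1 h after 20 Gy. The labels number the duplicates and do not say whether they were separate cultures or repeat hybridizations of a single RNA. The 0 Gy samples carry no time label.

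Per the file headers and the study's methods, the authors hybridized labelled total RNA to 1-colour Agilent human miRNA arrays, scanned them and extracted spot values with Feature Extraction. The deposited spot files hold intensity on a linear scale, with a raw mean, a local background and a processed intensity per spot that can be negative after background subtraction. The deposited per-gene files hold a total gene signal, its error and a detection call per miRNA. The series table equalled the total gene signal in 100% of its values and was therefore not scaled between arrays. The authors' own statistics came from error-weighting software that was not used here.

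Control spots and spots marked as outliers (1.43% to 3.33% of an array's other spots) were left out. No spot was saturated. The processed intensities of a probe's spots were averaged, then the probes of a miRNA. Each array was divided by its 75th percentile over the 122 miRNAs detected on all arrays and multiplied by the geometric mean of these percentiles, which ranged from 191.7 to 299.8. Values under a floor of 2.26, the median over arrays of the lowest signal among detected miRNAs, were set to it before log2 was taken. miRNAs detected on both arrays of at least 1 group entered the fit (201 of 534, of which 191 human and 10 viral).

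A group-means model was fitted to the 16 arrays with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, which gave 8 residual and 2.08 prior degrees of freedom. A miRNA was tested in a comparison if it was detected on both arrays of at least 1 compared group, and called at a Benjamini-Hochberg adjusted p under 0.05 within that comparison. Differences in response between the lines were tested as interaction contrasts. All p-values are 2-sided. An exact permutation test of 2 arrays against 2 cannot go below p = 0.333, so every p rests on the spread pooled over the groups. Groups at the floor add no spread, so a miRNA with such groups may have too small an SE. Python 3.11.15 with pandas 2.3.3 read the files and matplotlib 3.10.9 drew the figures.

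Groups, comparisons, 16 other processing choices and the miRNAs to be named were fixed before the data were examined. Named were miR-574-3p (called hsa-miR-574 in the files), miR-181d, miR-197, miR-766 and the study's control miR-31 in each irradiation comparison. Also named were the 3 rises and 3 falls with the largest log2 change among calls whose groups did not overlap, which chance gives in 33.33% of comparisons of 2 arrays with 2 (5 and 5 between the lines), or the 3 smallest p where none passed. A list of 6 p53-responsive miRNAs was summarized. The first 4 miRNAs were chosen by the study on these same samples, so a p adjusted over the list alone is not independent evidence. Where a miRNA was detected on no array of a group, the ratio is given as a lower bound: the bright group's mean log2 signal against, per dim array, the higher of the lowest detected signal and the miRNA's own, and never less than the floor. Where the miRNA's own signal is the higher, the bound equals the fitted ratio, which is then given as fitted. No bound allows for sampling error.

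On simulated data made for A549 at 3 h after 2 Gy (157 miRNAs tested, 40 changed, 50 runs), 96.2% of changes of 2-fold and 87.2% of changes of 1.5-fold were called, and 4.48% of calls were false. The simulated noise was independent between arrays, without errors of scaling, floor or background. More miRNAs were changed there than the 4 called in the data, so these rates need not hold for the data.

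Each slide held 8 arrays of 1 line, so slide and line cannot be told apart. Contrasts within a line lie within a slide. On both slides the 0 Gy arrays lay in row 1, columns 1 and 2, and the 2 Gy 1 h arrays in row 1, columns 3 and 4. The 2 Gy 3 h arrays lay in row 2, columns 1 and 2, and the 20 Gy 1 h arrays in row 2, columns 3 and 4. Row and column were read from the pair of numbers that ends each array's file name. Comparisons of 2 Gy 1 h with 0 Gy therefore carry a change of column, comparisons of 3 h with 0 Gy a change of row, and comparisons of 20 Gy 1 h with 0 Gy a change of both. Comparisons of 20 Gy with 2 Gy at 1 h carry a change of row, and comparisons of 3 h with 1 h after 2 Gy a change of both row and column. The column as a linear covariate was added as an alternative after the data were seen, as were normexp background correction without offset, with a maximum likelihood fit, and without the array whose fitted background mean was lowest.

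Deviations of same-numbered arrays from their group means correlated at 0.22 to 0.56 in the 6 pairs of A549 groups and at -0.03 to 0.62 in the 6 pairs of NB1RGB groups. In each line replicate 1 lay in the lower of the pair of columns, so the number and the column coincide.

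Positions are those of the longest probe target in the files, on hg18. Gene names came from a table of GRCh38.p14, used for names and neighbours only, and 22 of 29 human miRNAs named had a symbol there. Exon and intron positions were not used here.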

Results

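miRNA levels were compared in A549 and NB1RGB cells without irradiation, 1 h and 3 h after 2 Gy, and 1 h after 20 Gy of X-rays, with 2 arrays per group. Each array carried 1510 probes for 534 miRNAs, 470 of them human and 64 viral, with 1 to 4 probes per miRNA. Between 20.2% and 25.4% of spots were well above background. Detected miRNAs numbered 144 to 175 per array in A549 and 169 to 180 in NB1RGB, and 322 miRNAs were detected on no array. Duplicates differed by a median of 0.057 to 0.12 on the log2 scale over the 122 miRNAs detected everywhere. The number of arrays limits the precision of every value.

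The comparison of A549 cells 3 h after 2 Gy with 0 Gy asked which miRNAs respond within hours of irradiation. Of 157 miRNAs tested, 4 were called higher and 0 lower with limma and Benjamini-Hochberg adjustment, and 19 had an unadjusted p under 0.05. miR-181d rose from a scaled signal of 20.9 ± 0.195 (SD, n = 2) to 50.2 ± 0.784 (SD, n = 2). Its log2 change was 1.26 (SE 0.042), with a limma Benjamini-Hochberg adjusted p of 5.37e-09. miR-574-3p rose from 12.98 ± 0.106 (SD, n = 2) to 27.8 ± 3.03 (SD, n = 2), a log2 change of 1.10 (SE 0.076, limma Benjamini-Hochberg adjusted p = 3.65e-06). miR-197 rose from 12.2 ± 0.948 (SD, n = 2) to 24.2 ± 1.24 (SD, n = 2), a log2 change of 0.99 (SE 0.077, limma Benjamini-Hochberg adjusted p = 7.58e-06). For these 3 miRNAs the signal was higher in 2 of 2 irradiated arrays than in either 0 Gy array. The other call was the Epstein-Barr virus probe set ebv-miR-BART12, at 2.12 ± 0.599 (SD, n = 2) and 9.54 ± 0.734 (SD, n = 2). It was detected on 1 of 2 arrays at 0 Gy, and its log2 change was 1.99 (SE 0.19). Its NB1RGB arrays at 0 Gy and 3 h stood at the floor and add no spread, so this SE may be too small. miR-766 rose by 0.53 (SE 0.15) and failed the threshold over all miRNAs (limma Benjamini-Hochberg adjusted p = 0.156). Adjusted over the list alone, 4 of the 4 listed miRNAs passed, against 3 over all miRNAs tested. miR-31 changed by -0.094 (SE 0.068), and by 0.084 without scaling.

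These signals were dim, and the background correction moved them most. The A549 arrays had a median local background of 52 to 58, and the miR-574-3p signal left after background subtraction was 12.98 at 0 Gy. The SD of negative-control spots, unscaled, was 2.31 to 2.96 on these arrays. Under normexp with an offset of 50 the log2 change of miR-574-3p was 0.18 and that of miR-197 was 0.11, and neither was called (limma Benjamini-Hochberg adjusted p = 0.377 for both). ebv-miR-BART12 stood at 0.00 there. Adding the offset to the scaled signals alone would leave 0.31 for miR-574-3p and 0.26 for miR-197. Without the offset miR-574-3p stood at 0.64 and miR-197 at 0.48, again with no call. The normexp fit gave A549 2 Gy 1 h replicate 1 a background mean of -19.03, against -2.79 to 8.75 on the other arrays. With that array left out, miR-574-3p and miR-197 passed without the offset (limma Benjamini-Hochberg adjusted p = 0.00012 and 0.00485) and failed with it (0.0956 and 0.175). miR-181d passed under all 20 alternatives, with a lowest change of 0.38 and a highest limma Benjamini-Hochberg adjusted p of 0.00661. Those that changed only the filter, the spread or the threshold cannot move its log2 change, nor can the column covariate. Over the 20 alternatives miR-574-3p ranged from 0.18 to 1.27, with a limma Benjamini-Hochberg adjusted p from 1.15e-06 to 0.522. Its Benjamini-Hochberg adjusted p was 8.77e-13 in the z test on technical error that replaced limma. miR-197 ranged from 0.11 to 1.17, with a limma Benjamini-Hochberg adjusted p from 4.3e-07 to 0.709. Leaving out any array of the comparison left miR-574-3p between 0.98 and 1.21. miR-766 passed without scaling (0.71) and in the deposited series table (0.69), with a limma Benjamini-Hochberg adjusted p over the alternatives of 0.00729 to 0.974, and stood at -0.058 under normexp with the offset.

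**Figure D1:**
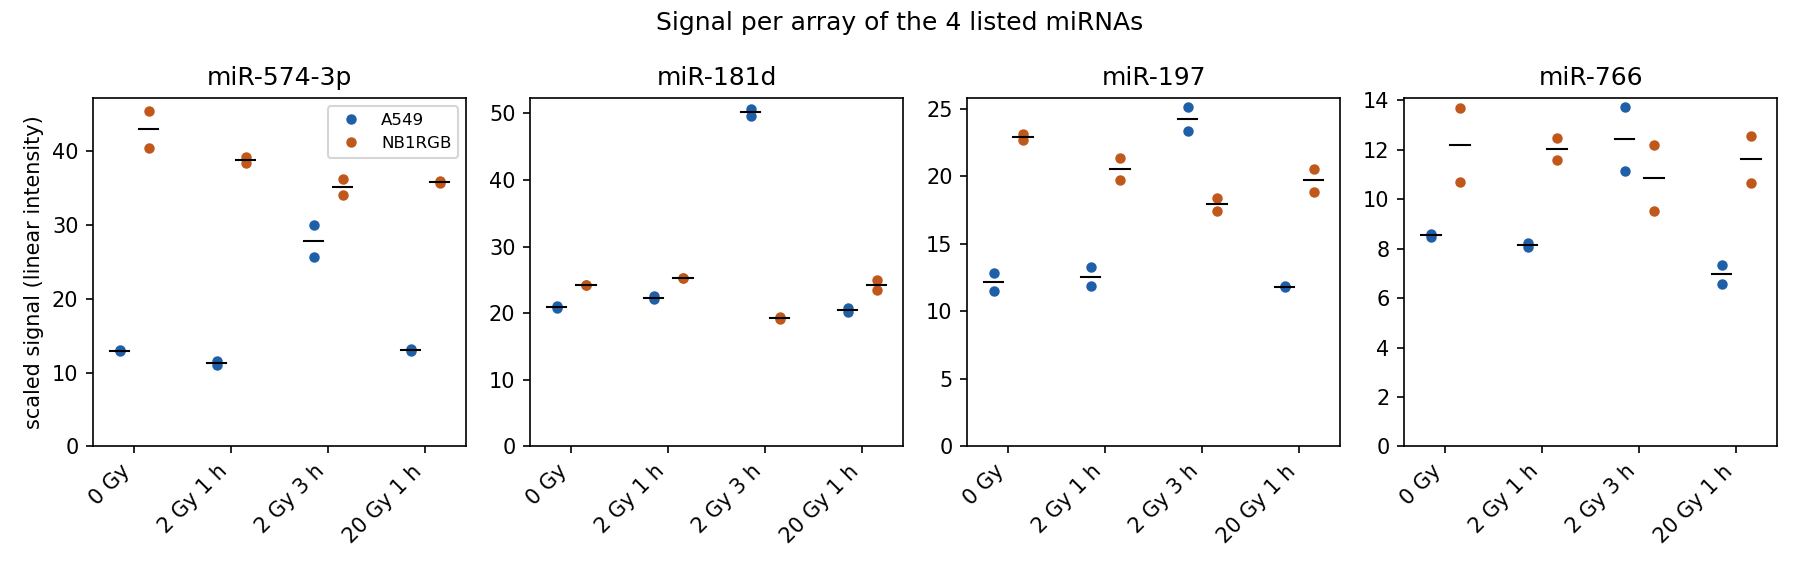
Scaled signal (linear intensity) of miR-574-3p, miR-181d, miR-197 and miR-766 by group in A549 and NB1RGB. Points are arrays and black lines the means of 2 arrays, and miR-574-3p in A549 stood at 27.8 at 3 h after 2 Gy against 12.98 at 0 Gy.

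The probe target of miR-574-3p lies on chromosome 4 at 38546112 to 38546128 (hg18), and its gene MIR574 lies within FAM114A1 and TLR6. That of miR-181d lies on chromosome 19 at 13846728 to 13846747, with MIR181D within NANOS3. The target of miR-197 lies on chromosome 1 at 109943090 to 109943106, with MIR197 within GNAI3, and that of miR-766 on chromosome X at 118664754 to 118664770, with MIR766 within SEPTIN6.

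In NB1RGB cells 3 h after 2 Gy, 1 of 172 miRNAs was called higher and 3 lower. miR-149 rose by 0.28 (SE 0.058, limma Benjamini-Hochberg adjusted p = 0.0447, higher in 2 of 2 arrays). miR-30e-5p changed by -0.40 (SE 0.087), miR-197 by -0.35 (SE 0.077) and miR-181d by -0.33 (SE 0.042). miR-574-3p changed by -0.29 (SE 0.076), from 42.99 ± 3.53 (SD, n = 2) to 35.2 ± 1.60 (SD, n = 2), and failed the threshold (limma Benjamini-Hochberg adjusted p = 0.0993). miR-766 changed by -0.17. miR-31 changed by -0.054, and by 0.014 without scaling. Adjusted over the list alone, 3 of the 4 listed miRNAs passed, against 2 over all. Limma called 0 miRNAs without scaling, with 11 at an unadjusted p under 0.05, and 0 under normexp with an offset of 50, with 4. The count was 8 without 0 Gy replicate 1, where miR-574-3p passed at -0.37, and 1 without 0 Gy replicate 2. It was 2 without either 3 h array. miR-197 lost its call without any of the 4 arrays.

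The difference in response between the lines at 3 h was tested as an interaction. It was called for 4 of 193 miRNAs, all higher in A549: miR-181d (1.59), miR-574-3p (1.38), miR-197 (1.35) and ebv-miR-BART12 (1.99) on the log2 scale. ebv-miR-BART12 was detected on no NB1RGB array, so its difference is the change in A549 against a value at the floor. The limma Benjamini-Hochberg adjusted p was 2.1e-08 for miR-181d and 1.33e-05 for miR-574-3p. The difference for miR-766 was 0.70 and failed the threshold (limma Benjamini-Hochberg adjusted p = 0.178). Under normexp with an offset of 50, 1 miRNA was called.

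**Figure D2:**
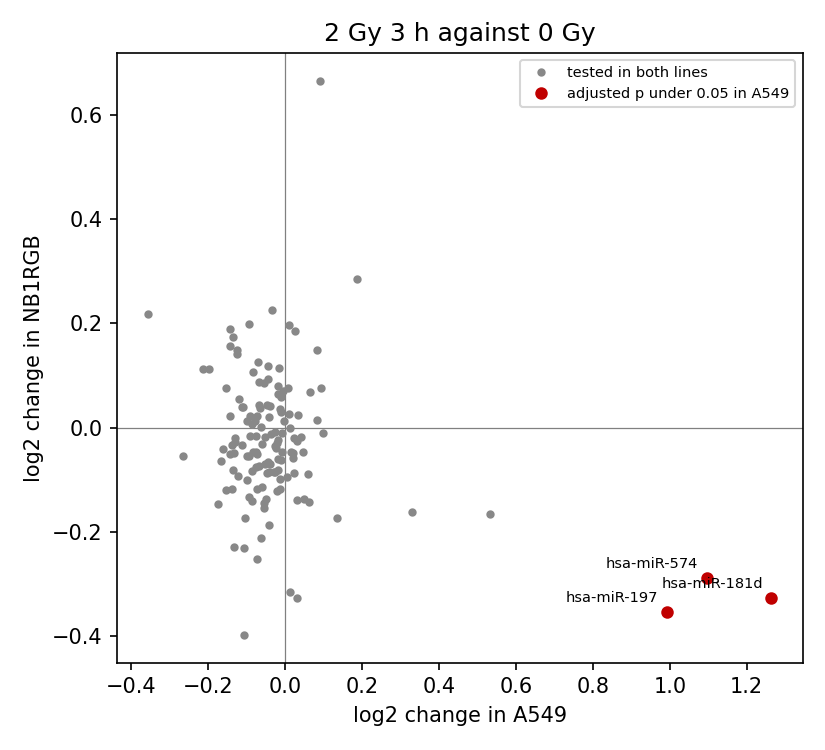
log2 change at 3 h after 2 Gy against 0 Gy in A549 (horizontal axis) and NB1RGB (vertical axis) for the 136 miRNAs tested in both lines. Red points passed an adjusted p under 0.05 in A549, and miR-574 stood at 1.10 in A549 and -0.29 in NB1RGB.

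At 1 h after 2 Gy, 1 miRNA was called higher and 1 lower in A549 among 154 tested, and 28 had an unadjusted p under 0.05. miR-565 rose from 141.8 ± 17.7 (SD, n = 2) to 226.6 ± 7.96 (SD, n = 2), a log2 change of 0.68 (SE 0.086, limma Benjamini-Hochberg adjusted p = 0.00192), and lost the call at 0.54 with the array column as covariate. miR-560 was detected on both 0 Gy arrays and neither irradiated array, at least 1.86-fold lower after 2 Gy. It lost the call without any of the 4 arrays. Under normexp with an offset of 50 it rose by 0.22, and by 0.10 without A549 2 Gy 1 h replicate 1. The listed miRNAs changed by -0.21 (miR-574-3p), 0.095 (miR-181d), 0.043 (miR-197) and -0.068 (miR-766), and limma passed 0 of the 4, adjusted over the list alone or over all. miR-574-3p stood at -0.40 without scaling and at 0.21 under normexp with the offset, and passed in both. Without A549 2 Gy 1 h replicate 1 the normexp value was 0.11 and failed. miR-31 changed by -0.078, and by 0.18 with scaling over all miRNAs. With the replicate number as a block the count was 11 (1 higher, 10 lower). With the array column as covariate limma called 0, with 12 at an unadjusted p under 0.05. Scaling decided the direction: the 75th percentile over all miRNAs gave 76 higher and 5 lower with a median change of 0.21, and no scaling gave 1 higher and 43 lower with a median of -0.24, against a median of -0.047 as reported.

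In NB1RGB at the same dose and time, 1 of 172 miRNAs was called higher and 1 lower. miR-629 rose from 7.24 ± 0.247 (SD, n = 2), with detection on neither array, to 12.21 ± 0.387 (SD, n = 2), 1.69-fold as fitted. miR-630 changed by -0.48 (SE 0.087, limma Benjamini-Hochberg adjusted p = 0.0203, lower in 2 of 2 arrays). The count was 5 without 0 Gy replicate 1. Limma called 0 without 0 Gy replicate 2 or 2 Gy 1 h replicate 2, with 25 and 13 at an unadjusted p under 0.05. The listed miRNAs changed by -0.14 (miR-574-3p), 0.059 (miR-181d), -0.16 (miR-197) and -0.0074 (miR-766). miR-31 changed by 0.015, and by -0.0026 without scaling. The response of miR-629 differed between the lines by -1.01 (limma Benjamini-Hochberg adjusted p = 0.0213), the single call of that interaction, and by 0.096 under normexp with an offset of 50 (-0.029 without A549 2 Gy 1 h replicate 1). This call was lost without A549 2 Gy 1 h replicate 2 and without any of the 4 NB1RGB arrays.

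At 1 h after 20 Gy, 1 miRNA was called higher and 35 lower in A549 among 159 tested. miR-565 rose by 0.76 (SE 0.086, limma Benjamini-Hochberg adjusted p = 0.000742, higher in 2 of 2 arrays). The human cytomegalovirus probe set hcmv-miR-UL70-3p changed by -2.10 (SE 0.42), miR-560 by -1.08 (SE 0.16, detected on 1 of 2 irradiated arrays) and miR-508 by -1.07 (SE 0.27). The listed miRNAs changed by 0.011 (miR-574-3p), -0.029 (miR-181d), -0.041 (miR-197) and -0.30 (miR-766). miR-574-3p passed at 0.29 without scaling and at 0.32 with scaling over all miRNAs. miR-31 changed by -0.12, and by 0.16 without scaling, 0.19 with scaling over all miRNAs and 0.27 with quantile normalization. Leaving out 1 array brought the 36 calls to between 7 (without 20 Gy 1 h replicate 2) and 18. Without scaling 34 miRNAs were higher and 3 lower, with a median change of 0.18 against -0.098, and scaling over all miRNAs gave 56 higher and 10 lower. Under normexp without offset 1 was called, and 66 (1 higher, 65 lower) without A549 2 Gy 1 h replicate 1.

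In NB1RGB at 20 Gy, 5 of 175 miRNAs were called higher and 15 lower. miR-629 was 1.47-fold higher as fitted, miR-137 rose by 0.48 (SE 0.088) and miR-19a by 0.41 (SE 0.10). hcmv-miR-UL70-3p changed by -1.67 (SE 0.42), hcmv-miR-US25-2-5p by -1.34 (SE 0.27), and miR-508, detected on neither irradiated array, was 2.92-fold lower as fitted. The listed miRNAs changed by -0.26 (miR-574-3p), -0.0018 (miR-181d), -0.22 (miR-197) and -0.062 (miR-766), and 2 of the 4 passed adjusted over the list alone, against 0 over all in limma. miR-31 changed by -0.030, and by 0.24 without scaling and 0.037 with quantile normalization. The count was 7 without 20 Gy 1 h replicate 2 and 11 without replicate 1. Under normexp without offset limma called 0, with 22 at an unadjusted p under 0.05, and 22 (3 higher, 19 lower) without A549 2 Gy 1 h replicate 1. Without scaling 96 miRNAs were higher and 7 lower, with a median change of 0.25 against -0.023. With the scaling used here the response to 20 Gy differed between the lines for miR-629 alone (-1.42, limma Benjamini-Hochberg adjusted p = 0.00117). Its difference was 0.072 under normexp with an offset of 50. More miRNAs were called in this interaction without scaling, with scaling over all miRNAs and with quantile normalization.

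The place of the array on the slide was tested as a covariate at 1 h. With the column as a linear covariate, 9 miRNAs were called in A549 at 20 Gy in place of 36, 8 of them shared, and 9 in NB1RGB in place of 20, 7 of them shared. The median change of the 36 went from -0.48 to -0.35 and that of the 20 from -0.68 to -0.33, although both sets were picked without the covariate, which favours shrinkage. The covariate also widened their SE by a median of 1.35 and 1.24 times, which by itself lowers the number of calls. Its slope comes from replicate 2 against replicate 1, whose number coincides with the column. The column slope itself was called for 7 miRNAs, all falling from column 1 to column 4. The slope of hcmv-miR-UL70-3p was -0.64 per column (log2, limma Benjamini-Hochberg adjusted p = 0.000352).

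**Figure D3:**
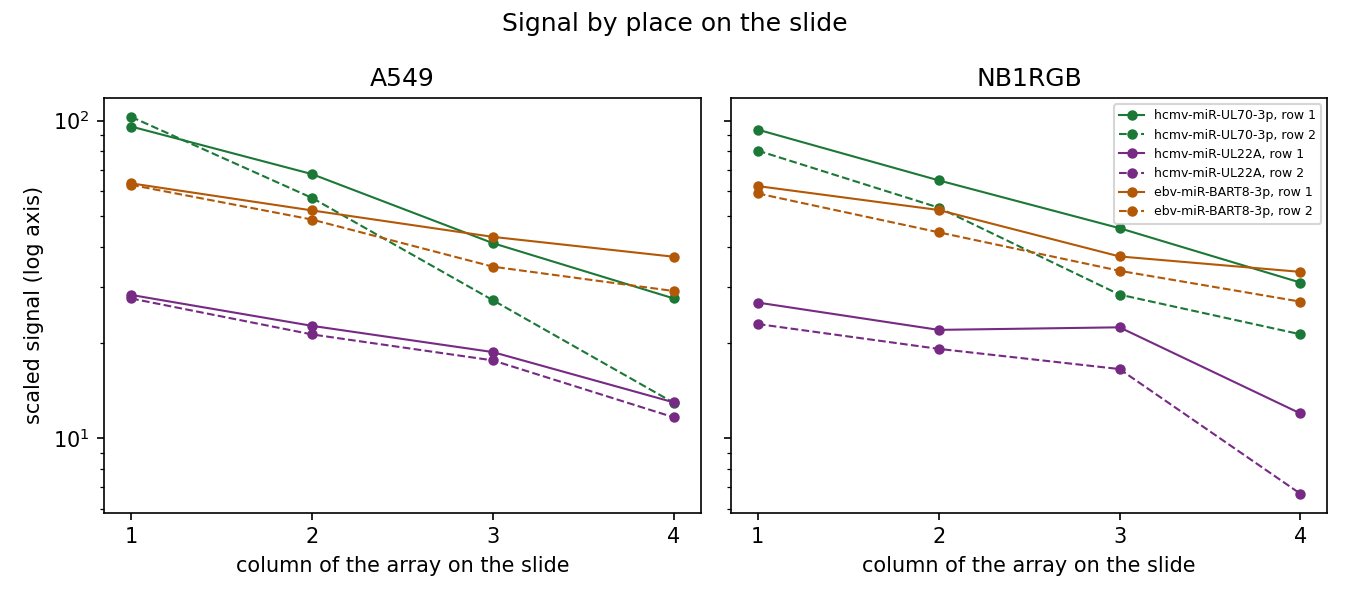
Scaled signal (log axis) of 3 viral probe sets by column of the array on the slide, for the A549 and NB1RGB slides. Points are arrays, solid lines row 1 and dashed lines row 2, and the slope of hcmv-miR-UL70-3p was -0.64 on the log2 scale per column.

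Dose was compared at 1 h, where the 20 Gy arrays lay in row 2 of the slide and the 2 Gy arrays in row 1, so dose and row cannot be told apart. In A549, 0 miRNAs were higher and 7 lower at 20 Gy than at 2 Gy in limma, with 34 at an unadjusted p under 0.05. The falls were led by miR-671 (-0.33), miR-513 (-0.32) and kshv-miR-K12-3 (-0.31), each with a limma Benjamini-Hochberg adjusted p of 0.0253 and lower in 2 of 2 arrays. These calls were fragile: leaving out any of the 4 arrays left 0 in limma, with 16 to 38 at an unadjusted p under 0.05. Without scaling the 3 miRNAs changed sign and 113 miRNAs were higher and 0 lower, with a median of 0.37 against -0.090. Under normexp with an offset of 50, 0 were higher and 111 lower, and 0 and 99 without A549 2 Gy 1 h replicate 1, whose fitted background was far from the others. In NB1RGB limma called 0 of 175 miRNAs, and 17 had an unadjusted p under 0.05. The z test on technical error called 1, at 1.5-fold and an unadjusted p of at most 0.001. The smallest limma p belonged to miR-376a (0.20), miR-137 (0.41) and miR-671 (-0.27), which failed the threshold. Without scaling 88 were higher and 0 lower, and under normexp with the offset 0 and 60, or 0 and 103 without A549 2 Gy 1 h replicate 1.

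Time was compared after 2 Gy, where the 3 h and 1 h arrays differ in both row and column on the slide. In A549, 9 miRNAs were higher and 3 lower at 3 h than at 1 h, and 22 (16 higher, 6 lower) were called with the replicate number as a block. Fewer were called with the array column as covariate than without it. ebv-miR-BART12 (1.72), miR-574-3p (1.30) and miR-181d (1.17) rose, and miR-565 (-0.59), miR-18a (-0.23) and miR-107 (-0.18) fell. The listed miR-197 (0.95) and miR-766 (0.60, limma Benjamini-Hochberg adjusted p = 0.0360) also passed. Under normexp with an offset of 50, miR-574-3p stood at -0.027 and ebv-miR-BART12 at -0.25. Without A549 2 Gy 1 h replicate 1 they stood at 0.074 and -0.15. Scaling over all miRNAs gave 8 higher and 96 lower, with a median of -0.25 against 0.017, and no scaling 130 higher and 1 lower, with a median of 0.39. In NB1RGB 2 of 173 were lower, miR-629 (-0.76) and miR-181d (-0.39). Limma called no miRNA there without scaling or under normexp with an offset of 50, and more with the replicate number as a block.

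Responses within a line share their 0 Gy arrays. Both 1 h groups also lay in columns 3 and 4 of the slide, against columns 1 and 2 at 0 Gy. A correlation between the 1 h responses therefore cannot tell a shared response from a shared column effect. Across 201 miRNAs, which are not independent replicates, the changes at 2 Gy 1 h and 20 Gy 1 h correlated at r = 0.861 in A549 and 0.868 in NB1RGB, against a mean of 0.493 and 0.497 in simulations of unchanged groups. The changes at 1 h and 3 h after 2 Gy correlated at 0.118 in A549 and 0.426 in NB1RGB, against 0.494 in both simulations.

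Non-irradiated A549 and NB1RGB cells differed in 157 of 190 miRNAs, 69 higher and 88 lower in A549. Detected in NB1RGB and on neither A549 array were miR-145 (at least 554-fold), miR-143 (at least 441-fold), miR-199a (at least 326-fold) and miR-214 (109.8-fold as fitted). miR-377, detected on 1 of 2 A549 arrays, differed by -6.41. Detected in A549 and on neither NB1RGB array were miR-192 (at least 42.0-fold), miR-194 (at least 13.9-fold), miR-215 (at least 12.3-fold), miR-182 (at least 9.62-fold) and miR-422b (9.30-fold as fitted). Scaling over all miRNAs gave 110 higher and 64 lower and moved the median difference from -0.086 to 0.63.

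Of the list of 6 p53-responsive miRNAs, 5 were tested in A549 and 3 in NB1RGB. Limma with Benjamini-Hochberg adjustment called 0 in any irradiated group. The changes lay between -0.12 and 0.056 in A549 and between -0.056 and 0.062 in NB1RGB, and the smallest unadjusted limma p over the 6 comparisons was 0.0327.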

Values the study reported

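The study reported array inductions at 3 h after 2 Gy in A549 of 2.51-fold for miR-181d, 2.27-fold for miR-574-3p, 2.12-fold for miR-197 and 1.64-fold for miR-766. By quantitative RT-PCR it gave 1.67-fold for miR-574-3p and 1.54-fold for miR-766. It reported no RT-PCR value for miR-181d or miR-197. In NB1RGB its RT-PCR value for miR-574-3p was 0.9-fold, which it described as a slight but significant suppression. Across cell lines it gave an RT-PCR rise of miR-574-3p of 2.5-fold in A549 (p = 0.0190). It also described RT-PCR rises of miR-574-3p in A549 at 1, 2 and 3 h following doses of 2, 5 and 20 Gy. With the scaling and background correction used here, the arrays gave no called rise of miR-574-3p in A549 at 1 h after 2 or 20 Gy.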

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

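The results here are differences in response between the lines that passed the interaction test. The tests of scaling and of the probes of miR-629 in NB1RGB were chosen before their values were seen. The background test of miR-629 was set before its value was seen, but rests on normexp without offset, a setting chosen after the data were seen. The tests of slide row and column, of the other probes, of miR-181 relatives, of fibroblast RNA, of background correction for the 3 h rises and of time in culture were chosen only after the result was seen.

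At 3 h after 2 Gy the response in A549 exceeded that in NB1RGB by 1.59 for miR-181d, 1.38 for miR-574-3p and 1.35 for miR-197 on the log2 scale. The row on the slide was argued against as the whole cause of the rises in A549. The same step of row between A549 2 Gy 1 h and 20 Gy 1 h moved miR-574-3p by 0.22 (SE 0.076), miR-181d by -0.12 (SE 0.042) and miR-197 by -0.084 (SE 0.077). Each lay more than 2 SE under 0.5 times its 3 h change, which was 0.55, 0.63 and 0.50, although dose differed there too and the arrays lay in columns 3 and 4 rather than 1 and 2. Scaling was argued against, since the rise that kept the smallest part of its value under the other scalings stood at 0.83. A single odd probe was argued against, because the lowest change over their probes was 0.71. Signal from miR-181 relatives was argued against: the highest change of miR-181a, miR-181b and miR-181c was -0.020, and 0.16 without scaling. RNA of fibroblasts was argued against by the 10 miRNAs brightest in NB1RGB among those detected on neither A549 0 Gy array. They gained a median of -0.12% of their NB1RGB level, where miR-574-3p alone would need 49.5%. These 10 were picked by that rule from the same arrays and include miR-145, at 1284 in NB1RGB and -0.32 in A549 at 3 h.

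Background correction of dim signals stays open for these 3. Under normexp without offset miR-181d kept 71.0% of its change, miR-574-3p 58.7% and miR-197 47.95%, and only miR-181d passed the threshold there. All 3 passed there once A549 2 Gy 1 h replicate 1 was left out, an array outside this comparison with an outlying normexp fit. With an offset of 50 both miR-574-3p and miR-197 failed with or without that array, but adding the offset alone would leave 0.31 of the 1.10 of miR-574-3p, so little rests on that. Time in culture cannot be told apart from irradiation, because 0 of the 0 Gy arrays are labelled 3 h. GC content was not tested. A line-specific response to X-rays is among the open explanations, and the arrays did not test it. For miR-574-3p the RT-PCR values given above, a rise in A549 and a slight suppression in NB1RGB, go with it. Those values do not rest on array background or slide row, but no dose or time is stated for that comparison across lines. For miR-181d and miR-197 there is no such value.

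The difference also includes falls in NB1RGB. For miR-574-3p and miR-197 the row on the slide stays open. The same step of row between NB1RGB 2 Gy 1 h and 20 Gy 1 h moved these 2 down as well, by -0.12 at the lowest (miR-574-3p, SE 0.076). For miR-574-3p and miR-197, 0.5 times the fall at 3 h (-0.14 and -0.18) lay within 2 SE of that step. For miR-181d the step was -0.061 (SE 0.042), more than 2 SE short of 0.5 times its fall (-0.16), which argued against the row as its whole cause, with the same limits of dose and column.

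ebv-miR-BART12 differed by 1.99, all of it the change in A549, since it was detected on no NB1RGB array and stood at the floor there at 0 Gy and 3 h. A lack of response in NB1RGB was therefore not measured. Also, under normexp with an offset of 50 its change in A549 was 0.00. Only 2 of its 4 probes rose by 1.5-fold, and it was detected on 1 of 2 arrays at 0 Gy. Probe behaviour and a change in RNA cannot be told apart on this count. No biological explanation was tested.

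The response of miR-629 differed by -1.01 at 2 Gy and -1.42 at 20 Gy, both at 1 h. At 20 Gy it was made up of a rise of 0.56 in NB1RGB and a change of -0.87 in A549. Both slides had the same layout, so a column effect shared by the slides cancels in this difference. A linear trend over the columns of 1 slide was argued against as the whole cause: the steps between duplicates projected a difference of -0.14 (SE 0.25), more than 2 SE short of 0.5 times the difference (-0.71). A step between columns 2 and 3 of 1 slide cannot be told apart from the difference, since 0 groups had arrays on both sides of it. For the rise in NB1RGB a single odd probe was argued against, since 4 of its 4 probes rose by 1.2-fold at 2 Gy. For the fall in A549 at 20 Gy a single odd probe was argued against too, since with any 1 probe left out the smallest fall was -0.81 (SE 0.28), and all 4 such falls lay past 2 SE. miR-629 was detected on 1 of the 4 A549 arrays compared, so the fall lay among dim signals. Background correction is a candidate explanation: under normexp without offset the 20 Gy difference shrank to -0.49. The 2 Gy difference was 0.018 there, and -0.51 without A549 2 Gy 1 h replicate 1. miR-629 was detected on neither 0 Gy array of NB1RGB.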

How the results depend on the processing

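Values below are limma calls with Benjamini-Hochberg adjustment unless stated, or log2 changes. Of 276 counts under alternatives 133 stayed within 1.5-fold of the reported count. Of 1517 log2 changes 1134 kept direction and side of the threshold, 207 lost it, 46 gained it and 130 changed sign. The 130 may count ebv-miR-BART12 in A549 at 3 h, which fell to 0.00 under normexp by maximum likelihood. miR-181d in A549 at 3 h kept its call under all 20 alternatives. Those that changed only the filter, the spread or the threshold cannot move a log2 change, only its call, and they count in these totals. The cause of a change was not tested unless given. The column covariate, normexp without offset, normexp by maximum likelihood and both normexp fits without 1 array were chosen after seeing the data. Signal over background limits the dim miRNAs.

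Scaling used the 75th percentile over all miRNAs. Calls numbered 81 (76 higher, 5 lower) for A549 2 Gy 1 h, 66 (56 higher, 10 lower) for A549 20 Gy 1 h and 1 (1 higher, 0 lower) for A549 20 Gy 1 h against 2 Gy 1 h. Further counts were 104 (8 higher, 96 lower) for A549 2 Gy 3 h against 2 Gy 1 h, 1 (1 higher, 0 lower) for NB1RGB 2 Gy 1 h and 0 (9 at an unadjusted p under 0.05) for NB1RGB 2 Gy 3 h. Calls numbered 0 (33 at an unadjusted p under 0.05) for the line difference at 2 Gy 1 h and 4 (3 higher, 1 lower) for the line difference at 20 Gy 1 h. Reversed values were 0.049 for miR-574 in A549 2 Gy 1 h, 0.19 for miR-766 in A549 2 Gy 1 h, 0.18 for miR-31 in A549 2 Gy 1 h, 0.28 for miR-181d in A549 20 Gy 1 h and 0.27 for miR-197 in A549 20 Gy 1 h. Reversed values were 0.0094 for miR-766 in A549 20 Gy 1 h, 0.19 for miR-31 in A549 20 Gy 1 h, 0.044 for miR-766 in NB1RGB 2 Gy 1 h and 0.0047 for miR-181d in NB1RGB 20 Gy 1 h.

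Quantile normalization replaced the percentile. Counts were 20 (11 higher, 9 lower) for A549 20 Gy 1 h, 10 (7 higher, 3 lower) for NB1RGB 2 Gy 1 h and 6 (4 higher, 2 lower) for NB1RGB 20 Gy 1 h against 2 Gy 1 h. Further counts were 5 (1 higher, 4 lower) for NB1RGB 2 Gy 3 h against 2 Gy 1 h, 2 (1 higher, 1 lower) for the line difference at 2 Gy 1 h and 11 (6 higher, 5 lower) for the line difference at 20 Gy 1 h. Reversed values were 0.027 for miR-574 in A549 2 Gy 1 h, 0.17 for miR-766 in A549 2 Gy 1 h, 0.18 for miR-181d in A549 20 Gy 1 h, 0.18 for miR-197 in A549 20 Gy 1 h and 0.27 for miR-31 in A549 20 Gy 1 h. Reversed values were 0.12 for miR-766 in NB1RGB 2 Gy 1 h, 0.17 for miR-181d in NB1RGB 20 Gy 1 h, 0.097 for miR-766 in NB1RGB 20 Gy 1 h and 0.037 for miR-31 in NB1RGB 20 Gy 1 h.

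Arrays were left unscaled. Calls numbered 44 (1 higher, 43 lower) for A549 2 Gy 1 h, 8 (8 higher, 0 lower) for A549 2 Gy 3 h and 113 (113 higher, 0 lower) for A549 20 Gy 1 h against 2 Gy 1 h. Further counts were 131 (130 higher, 1 lower) for A549 2 Gy 3 h against 2 Gy 1 h, 0 (11 at an unadjusted p under 0.05) for NB1RGB 2 Gy 3 h and 103 (96 higher, 7 lower) for NB1RGB 20 Gy 1 h. Calls numbered 88 (88 higher, 0 lower) for NB1RGB 20 Gy 1 h against 2 Gy 1 h, 0 (13 at an unadjusted p under 0.05) for NB1RGB 2 Gy 3 h against 2 Gy 1 h and 2 (0 higher, 2 lower) for the line difference at 2 Gy 1 h. Further counts were 7 (7 higher, 0 lower) for the line difference at 2 Gy 3 h and 7 (1 higher, 6 lower) for the line difference at 20 Gy 1 h. miR-766 in A549 2 Gy 3 h stood at 0.71 (limma Benjamini-Hochberg adjusted p = 0.00729). Reversed values were -0.097 for miR-181d in A549 2 Gy 1 h, -0.15 for miR-197 in A549 2 Gy 1 h, 0.084 for miR-31 in A549 2 Gy 3 h, 0.25 for miR-181d in A549 20 Gy 1 h and 0.23 for miR-197 in A549 20 Gy 1 h. Reversed values were 0.16 for miR-31 in A549 20 Gy 1 h, 0.14 for miR-671 in A549 20 Gy 1 h against 2 Gy 1 h, 0.15 for miR-513 in A549 20 Gy 1 h against 2 Gy 1 h, 0.16 for kshv-miR-K12-3 in A549 20 Gy 1 h against 2 Gy 1 h and 0.14 for miR-18a in A549 2 Gy 3 h against 2 Gy 1 h. Reversed values were 0.19 for miR-107 in A549 2 Gy 3 h against 2 Gy 1 h, -0.0026 for miR-31 in NB1RGB 2 Gy 1 h, 0.014 for miR-31 in NB1RGB 2 Gy 3 h, 0.015 for miR-574 in NB1RGB 20 Gy 1 h and 0.27 for miR-181d in NB1RGB 20 Gy 1 h. Reversed values were 0.057 for miR-197 in NB1RGB 20 Gy 1 h, 0.21 for miR-766 in NB1RGB 20 Gy 1 h, 0.24 for miR-31 in NB1RGB 20 Gy 1 h and 0.019 for miR-671 in NB1RGB 20 Gy 1 h against 2 Gy 1 h.

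Normexp with an offset of 50 was used. Counts were 65 (61 higher, 4 lower) for A549 2 Gy 1 h, 2 (1 higher, 1 lower) for A549 2 Gy 3 h and 111 (0 higher, 111 lower) for A549 20 Gy 1 h against 2 Gy 1 h. Further counts were 100 (6 higher, 94 lower) for A549 2 Gy 3 h against 2 Gy 1 h, 0 (13 at an unadjusted p under 0.05) for NB1RGB 2 Gy 1 h and 0 (4 at an unadjusted p under 0.05) for NB1RGB 2 Gy 3 h. Counts were 36 (2 higher, 34 lower) for NB1RGB 20 Gy 1 h, 60 (0 higher, 60 lower) for NB1RGB 20 Gy 1 h against 2 Gy 1 h and 0 (13 at an unadjusted p under 0.05) for NB1RGB 2 Gy 3 h against 2 Gy 1 h. Further counts were 0 (58 at an unadjusted p under 0.05) for the line difference at 2 Gy 1 h and 1 (1 higher, 0 lower) for the line difference at 2 Gy 3 h. miR-574-3p in A549 2 Gy 3 h stood at 0.18 (limma Benjamini-Hochberg adjusted p = 0.377). miR-197 in A549 2 Gy 3 h stood at 0.11 (limma Benjamini-Hochberg adjusted p = 0.377). miR-766 in A549 2 Gy 3 h stood at -0.058 (limma Benjamini-Hochberg adjusted p = 0.619). Reversed values were 0.22 for miR-560 in A549 2 Gy 1 h, 0.21 for miR-574 in A549 2 Gy 1 h, 0.24 for miR-766 in A549 2 Gy 1 h, -0.15 for miR-574 in A549 20 Gy 1 h and -0.25 for ebv-miR-BART12 in A549 2 Gy 3 h against 2 Gy 1 h. Reversed values were -0.027 for miR-574 in A549 2 Gy 3 h against 2 Gy 1 h, 0.022 for miR-766 in NB1RGB 2 Gy 1 h, -0.0032 for miR-149 in NB1RGB 2 Gy 3 h, -0.11 for miR-629 in NB1RGB 20 Gy 1 h and -0.043 for miR-137 in NB1RGB 20 Gy 1 h. Reversed values were -0.040 for miR-19a in NB1RGB 20 Gy 1 h, 0.0022 for miR-31 in NB1RGB 20 Gy 1 h, -0.014 for miR-376a in NB1RGB 20 Gy 1 h against 2 Gy 1 h, -0.063 for miR-137 in NB1RGB 20 Gy 1 h against 2 Gy 1 h and 0.096 for miR-629 in the line difference at 2 Gy 1 h. Reversed values were 0.072 for miR-629 in the line difference at 20 Gy 1 h.

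The brightest probe stood for each miRNA. Calls numbered 28 for A549 2 Gy 1 h, 0 (31 at an unadjusted p under 0.05) for A549 20 Gy 1 h against 2 Gy 1 h and 48 for A549 2 Gy 3 h against 2 Gy 1 h. Further counts were 7 for NB1RGB 2 Gy 1 h, 1 for NB1RGB 2 Gy 3 h and 11 for NB1RGB 2 Gy 3 h against 2 Gy 1 h. Calls numbered 2 for the line difference at 2 Gy 1 h and 4 for the line difference at 20 Gy 1 h. Reversed values were 0.065 for miR-574 in A549 2 Gy 1 h, 0.031 for miR-31 in A549 2 Gy 1 h, 0.15 for miR-181d in A549 20 Gy 1 h, 0.13 for miR-197 in A549 20 Gy 1 h and 0.12 for miR-31 in A549 20 Gy 1 h. Reversed values were 0.0076 for miR-766 in NB1RGB 2 Gy 3 h.

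Only miRNAs detected on all 16 arrays were tested, so fewer could be called. Counts were 1 for A549 2 Gy 1 h, 1 for NB1RGB 2 Gy 1 h and 1 for NB1RGB 2 Gy 3 h against 2 Gy 1 h. Further counts were 97 for the non-irradiated lines, 0 (8 at an unadjusted p under 0.05) for the line difference at 2 Gy 1 h and 0 (18 at an unadjusted p under 0.05) for the line difference at 20 Gy 1 h.

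No filter on detection was applied, so more miRNAs were tested. Calls numbered 9 for A549 2 Gy 1 h, 14 for A549 20 Gy 1 h and 2 for A549 20 Gy 1 h against 2 Gy 1 h. Further counts were 4 for NB1RGB 2 Gy 1 h, 2 for NB1RGB 2 Gy 3 h and 4 for NB1RGB 20 Gy 1 h. Calls numbered 3 for NB1RGB 20 Gy 1 h against 2 Gy 1 h, 2 for the line difference at 2 Gy 1 h and 3 for the line difference at 20 Gy 1 h.

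The floor was set 4 times lower. Counts were 1 for NB1RGB 2 Gy 3 h.

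An intensity trend was given to eBayes. Calls numbered 1 for NB1RGB 2 Gy 3 h.

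Each line was scaled, floored, filtered and fitted alone, so the scaling set and the spread both changed. Counts were 0 (35 at an unadjusted p under 0.05) for A549 20 Gy 1 h against 2 Gy 1 h, 7 for A549 2 Gy 3 h against 2 Gy 1 h and 0 (14 at an unadjusted p under 0.05) for NB1RGB 2 Gy 3 h. Further counts were 1 for NB1RGB 2 Gy 3 h against 2 Gy 1 h. Reversed values were -0.026 for miR-31 in NB1RGB 2 Gy 1 h, 0.086 for miR-181d in NB1RGB 20 Gy 1 h, 0.026 for miR-766 in NB1RGB 20 Gy 1 h and 0.058 for miR-31 in NB1RGB 20 Gy 1 h.

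The replicate number was a block (replicate block). Calls numbered 11 for A549 2 Gy 1 h, 22 for A549 2 Gy 3 h against 2 Gy 1 h and 9 for NB1RGB 2 Gy 1 h. Further counts were 8 for NB1RGB 2 Gy 3 h against 2 Gy 1 h. It can change the spread here and not the log2 changes. In the named miRNAs it changed no call but that of miR-197 in NB1RGB 20 Gy 1 h, which passed at -0.22.

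The deposited series table was used as it stands. Counts were 12 (1 higher, 11 lower) for A549 2 Gy 1 h, 61 (58 higher, 3 lower) for A549 20 Gy 1 h and 111 (111 higher, 0 lower) for A549 20 Gy 1 h against 2 Gy 1 h. Further counts were 109 (108 higher, 1 lower) for A549 2 Gy 3 h against 2 Gy 1 h, 0 (13 at an unadjusted p under 0.05) for NB1RGB 2 Gy 3 h and 117 (110 higher, 7 lower) for NB1RGB 20 Gy 1 h. Counts were 104 (104 higher, 0 lower) for NB1RGB 20 Gy 1 h against 2 Gy 1 h, 0 (14 at an unadjusted p under 0.05) for NB1RGB 2 Gy 3 h against 2 Gy 1 h and 2 (0 higher, 2 lower) for the line difference at 2 Gy 1 h. Further counts were 14 (3 higher, 11 lower) for the line difference at 20 Gy 1 h. miR-766 in A549 2 Gy 3 h stood at 0.69 (limma Benjamini-Hochberg adjusted p = 0.0122). Reversed values were -0.052 for miR-181d in A549 2 Gy 1 h, -0.10 for miR-197 in A549 2 Gy 1 h, 0.068 for miR-31 in A549 2 Gy 3 h, 0.28 for miR-181d in A549 20 Gy 1 h and 0.27 for miR-197 in A549 20 Gy 1 h. Reversed values were 0.0083 for miR-766 in A549 20 Gy 1 h, 0.19 for miR-31 in A549 20 Gy 1 h, 0.12 for miR-671 in A549 20 Gy 1 h against 2 Gy 1 h, 0.14 for miR-513 in A549 20 Gy 1 h against 2 Gy 1 h and 0.15 for kshv-miR-K12-3 in A549 20 Gy 1 h against 2 Gy 1 h. Reversed values were 0.075 for miR-18a in A549 2 Gy 3 h against 2 Gy 1 h, 0.13 for miR-107 in A549 2 Gy 3 h against 2 Gy 1 h, 0.0082 for miR-766 in NB1RGB 2 Gy 1 h, 0.028 for miR-31 in NB1RGB 2 Gy 3 h and 0.053 for miR-574 in NB1RGB 20 Gy 1 h. Reversed values were 0.31 for miR-181d in NB1RGB 20 Gy 1 h, 0.091 for miR-197 in NB1RGB 20 Gy 1 h, 0.25 for miR-766 in NB1RGB 20 Gy 1 h, 0.28 for miR-31 in NB1RGB 20 Gy 1 h and 0.020 for miR-671 in NB1RGB 20 Gy 1 h against 2 Gy 1 h.

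The methods' thresholds of 1.5-fold and an unadjusted p of at most 0.001 were applied to limma. Calls numbered 6 for A549 20 Gy 1 h, 0 (34 at an unadjusted p under 0.05) for A549 20 Gy 1 h against 2 Gy 1 h and 7 for A549 2 Gy 3 h against 2 Gy 1 h. Further counts were 1 for NB1RGB 2 Gy 1 h, 0 (16 at an unadjusted p under 0.05) for NB1RGB 2 Gy 3 h and 7 for NB1RGB 20 Gy 1 h. Calls numbered 1 for NB1RGB 2 Gy 3 h against 2 Gy 1 h and 2 for the line difference at 2 Gy 1 h.

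A z test on the technical error replaced limma, with calls at 1.5-fold and an unadjusted p of at most 0.001. Test and threshold therefore both changed. Counts were 9 for A549 2 Gy 1 h, 16 for A549 20 Gy 1 h and 1 for A549 20 Gy 1 h against 2 Gy 1 h. Further counts were 7 for NB1RGB 2 Gy 1 h, 0 (5 at an unadjusted p under 0.05) for NB1RGB 2 Gy 3 h and 13 for NB1RGB 20 Gy 1 h. Counts were 1 for NB1RGB 20 Gy 1 h against 2 Gy 1 h, 103 for the non-irradiated lines and 0 (5 at an unadjusted p under 0.05) for the line difference at 2 Gy 1 h. Further counts were 0 (11 at an unadjusted p under 0.05) for the line difference at 20 Gy 1 h.

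The array column was a covariate. It cannot move the values of 3 h against 0 Gy, of 20 Gy against 2 Gy or between the lines, whose groups lay in the same columns, and says nothing on their stability. Calls numbered 0 (12 at an unadjusted p under 0.05) for A549 2 Gy 1 h, 9 for A549 20 Gy 1 h and 6 for A549 2 Gy 3 h against 2 Gy 1 h. Further counts were 9 for NB1RGB 20 Gy 1 h. Reversed values were -0.15 for miR-197 in A549 2 Gy 1 h, -0.097 for miR-574 in A549 20 Gy 1 h and -0.033 for miR-31 in NB1RGB 2 Gy 1 h.

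Normexp was run without offset. Counts were 1 for A549 2 Gy 1 h, 1 for A549 2 Gy 3 h and 1 for A549 20 Gy 1 h. Further counts were 76 for A549 20 Gy 1 h against 2 Gy 1 h, 0 (7 at an unadjusted p under 0.05) for NB1RGB 2 Gy 1 h and 0 (0 at an unadjusted p under 0.05) for NB1RGB 2 Gy 3 h. Counts were 0 (22 at an unadjusted p under 0.05) for NB1RGB 20 Gy 1 h, 0 (5 at an unadjusted p under 0.05) for NB1RGB 2 Gy 3 h against 2 Gy 1 h and 0 (4 at an unadjusted p under 0.05) for the line difference at 2 Gy 1 h. Further counts were 1 for the line difference at 2 Gy 3 h and 0 (4 at an unadjusted p under 0.05) for the line difference at 20 Gy 1 h. miR-574-3p in A549 2 Gy 3 h stood at 0.64 (limma Benjamini-Hochberg adjusted p = 0.522). miR-197 in A549 2 Gy 3 h stood at 0.48 (limma Benjamini-Hochberg adjusted p = 0.709). Reversed values were 0.47 for miR-560 in A549 2 Gy 1 h, 0.37 for miR-574 in A549 2 Gy 1 h, 0.50 for miR-766 in A549 2 Gy 1 h, -0.057 for miR-574 in A549 20 Gy 1 h and -0.30 for ebv-miR-BART12 in A549 2 Gy 3 h against 2 Gy 1 h. Reversed values were 0.046 for miR-766 in NB1RGB 2 Gy 1 h and 0.018 for miR-629 in the line difference at 2 Gy 1 h.

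Normexp was fitted by maximum likelihood. Calls numbered 66 for A549 2 Gy 1 h, 2 for A549 2 Gy 3 h and 111 for A549 20 Gy 1 h against 2 Gy 1 h. Further counts were 101 for A549 2 Gy 3 h against 2 Gy 1 h, 0 (14 at an unadjusted p under 0.05) for NB1RGB 2 Gy 1 h and 0 (4 at an unadjusted p under 0.05) for NB1RGB 2 Gy 3 h. Calls numbered 38 for NB1RGB 20 Gy 1 h, 85 for NB1RGB 20 Gy 1 h against 2 Gy 1 h and 0 (15 at an unadjusted p under 0.05) for NB1RGB 2 Gy 3 h against 2 Gy 1 h. Further counts were 0 (58 at an unadjusted p under 0.05) for the line difference at 2 Gy 1 h and 1 for the line difference at 2 Gy 3 h. miR-574-3p in A549 2 Gy 3 h stood at 0.18 (limma Benjamini-Hochberg adjusted p = 0.328). miR-197 in A549 2 Gy 3 h stood at 0.11 (limma Benjamini-Hochberg adjusted p = 0.349). miR-766 in A549 2 Gy 3 h stood at -0.058 (limma Benjamini-Hochberg adjusted p = 0.606). The rise of ebv-miR-BART12 in A549 2 Gy 3 h fell to 0.00. Reversed values were 0.21 for miR-560 in A549 2 Gy 1 h, 0.20 for miR-574 in A549 2 Gy 1 h, 0.24 for miR-766 in A549 2 Gy 1 h and -0.14 for miR-574 in A549 20 Gy 1 h. Reversed values were -0.24 for ebv-miR-BART12 in A549 2 Gy 3 h against 2 Gy 1 h, -0.017 for miR-574 in A549 2 Gy 3 h against 2 Gy 1 h, 0.022 for miR-766 in NB1RGB 2 Gy 1 h, -0.0033 for miR-149 in NB1RGB 2 Gy 3 h and -0.11 for miR-629 in NB1RGB 20 Gy 1 h. Reversed values were -0.044 for miR-137 in NB1RGB 20 Gy 1 h, -0.040 for miR-19a in NB1RGB 20 Gy 1 h, 0.0022 for miR-31 in NB1RGB 20 Gy 1 h, -0.015 for miR-376a in NB1RGB 20 Gy 1 h against 2 Gy 1 h and -0.063 for miR-137 in NB1RGB 20 Gy 1 h against 2 Gy 1 h. Reversed values were 0.087 for miR-629 in the line difference at 2 Gy 1 h and 0.073 for miR-629 in the line difference at 20 Gy 1 h.

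Normexp with an offset of 50 was used without A549 2 Gy 1 h replicate 1, the array with an outlying normexp fit. Counts were 1 for A549 2 Gy 1 h, 2 for A549 2 Gy 3 h and 81 for A549 20 Gy 1 h. Further counts were 99 for A549 20 Gy 1 h against 2 Gy 1 h, 71 for A549 2 Gy 3 h against 2 Gy 1 h and 0 (17 at an unadjusted p under 0.05) for NB1RGB 2 Gy 1 h. Counts were 0 (8 at an unadjusted p under 0.05) for NB1RGB 2 Gy 3 h, 93 for NB1RGB 20 Gy 1 h and 103 for NB1RGB 20 Gy 1 h against 2 Gy 1 h. Further counts were 0 (25 at an unadjusted p under 0.05) for NB1RGB 2 Gy 3 h against 2 Gy 1 h, 0 (7 at an unadjusted p under 0.05) for the line difference at 2 Gy 1 h and 1 for the line difference at 2 Gy 3 h. miR-574-3p in A549 2 Gy 3 h stood at 0.18 (limma Benjamini-Hochberg adjusted p = 0.0956). miR-197 in A549 2 Gy 3 h stood at 0.11 (limma Benjamini-Hochberg adjusted p = 0.175). miR-766 in A549 2 Gy 3 h stood at -0.058 (limma Benjamini-Hochberg adjusted p = 0.475). Reversed values were 0.10 for miR-560 in A549 2 Gy 1 h, 0.11 for miR-574 in A549 2 Gy 1 h, 0.14 for miR-766 in A549 2 Gy 1 h, -0.15 for miR-574 in A549 20 Gy 1 h and -0.15 for ebv-miR-BART12 in A549 2 Gy 3 h against 2 Gy 1 h. Reversed values were 0.022 for miR-766 in NB1RGB 2 Gy 1 h, -0.0032 for miR-149 in NB1RGB 2 Gy 3 h, -0.11 for miR-629 in NB1RGB 20 Gy 1 h, -0.043 for miR-137 in NB1RGB 20 Gy 1 h and -0.040 for miR-19a in NB1RGB 20 Gy 1 h. Reversed values were 0.0022 for miR-31 in NB1RGB 20 Gy 1 h, -0.014 for miR-376a in NB1RGB 20 Gy 1 h against 2 Gy 1 h, -0.063 for miR-137 in NB1RGB 20 Gy 1 h against 2 Gy 1 h and 0.072 for miR-629 in the line difference at 20 Gy 1 h.

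Normexp without offset was used without the same array. Calls numbered 1 for A549 2 Gy 1 h, 10 for A549 2 Gy 3 h and 66 for A549 20 Gy 1 h. Further counts were 31 for A549 20 Gy 1 h against 2 Gy 1 h, 1 for NB1RGB 2 Gy 3 h and 6 for NB1RGB 20 Gy 1 h against 2 Gy 1 h. Calls numbered 0 (13 at an unadjusted p under 0.05) for the line difference at 2 Gy 1 h and 0 (32 at an unadjusted p under 0.05) for the line difference at 20 Gy 1 h. Reversed values were 0.091 for miR-766 in A549 2 Gy 1 h, -0.057 for miR-574 in A549 20 Gy 1 h and 0.046 for miR-766 in NB1RGB 2 Gy 1 h.

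Leaving out 1 array at a time assumed that the lone array varied like the other groups. All 7 calls of A549 20 Gy 1 h against 2 Gy 1 h were lost without any of its arrays. Counts ran from 1 to 2 for A549 2 Gy 1 h, 7 to 18 for A549 20 Gy 1 h, 0 to 3 for the line difference at 2 Gy 1 h and 1 to 8 for the line difference at 20 Gy 1 h. Counts ran from 4 to 7 for the line difference at 2 Gy 3 h, 0 for A549 20 Gy 1 h against 2 Gy 1 h, 7 to 11 for A549 2 Gy 3 h against 2 Gy 1 h and 0 to 5 for NB1RGB 2 Gy 1 h. Counts ran from 1 to 8 for NB1RGB 2 Gy 3 h, 1 to 6 for NB1RGB 2 Gy 3 h against 2 Gy 1 h and 7 to 16 for NB1RGB 20 Gy 1 h. Changes ran from -0.039 to 0.12 for miR-197 in A549 2 Gy 1 h, -0.12 to 0.038 for miR-197 in A549 20 Gy 1 h, -0.16 to 0.0050 for miR-31 in A549 2 Gy 1 h and -0.0089 to 0.031 for miR-574 in A549 20 Gy 1 h. Changes ran from -0.37 to -0.20 for miR-574-3p in NB1RGB 2 Gy 3 h, -0.019 to 0.049 for miR-31 in NB1RGB 2 Gy 1 h, -0.19 to 0.17 for miR-766 in NB1RGB 2 Gy 1 h and -0.34 to 0.013 for miR-766 in NB1RGB 2 Gy 3 h. Changes ran from -0.048 to 0.044 for miR-181d in NB1RGB 20 Gy 1 h, -0.24 to 0.12 for miR-766 in NB1RGB 20 Gy 1 h and -0.062 to 0.0016 for miR-31 in NB1RGB 20 Gy 1 h.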

Other observations

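The list of p53-responsive miRNAs was chosen beforehand. The limit set for its rise and the tests of slide column, viral probe sets and control features were chosen after the results were seen.

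The falls in A549 at 1 h after 20 Gy may come in part from the place of the array on the slide, though the step between columns used here is also the step from replicate 1 to replicate 2. Across 201 miRNAs, which are not independent, they correlated at r = 0.661 with the step between neighbouring columns within NB1RGB groups, which share no array with them. The reverse pair gave 0.5885 and the steps of both slides correlated at 0.601, while the 3 h changes gave 0.080 in A549 and 0.102 in NB1RGB. The direction of the calls also rests on scaling, since more miRNAs were called higher than lower without scaling and with scaling over all miRNAs. Of the 35 falls, 7 were also called with the column as a linear covariate, which argues against a linear trend as the whole cause of those 7. A response to dose and an uneven effect of place were not separated for them, since both slides had the same layout.

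Between 8 and 11 viral miRNAs were detected per array. At 0 Gy the 9 viral probe sets tested differed between the lines by a median of 0.13 (absolute log2), against 1.09 for the human miRNAs tested. Limma with Benjamini-Hochberg adjustment called 3 of the 9, all higher in A549 (0.69 for ebv-miR-BART13, 0.74 for ebv-miR-BART19 and 0.18 for kshv-miR-K12-3). Binding of RNA other than viral miRNA is a candidate explanation for the small median, and the 3 called differences were not explained. Of the 7 miRNAs with a called column slope, 3 were viral.

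The hypothesis that p53-responsive miRNAs rise within 3 h in A549 found 0 calls in limma. The highest change of a tested member over the irradiated A549 groups was 0.056.

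Control features outside the comparisons differed between the lines at 0 Gy. The brightest, named hur_2_22 in the array files, was 0.95 higher in A549 on the log2 scale, and its largest change after irradiation was -0.21. Another, hur_4_26, stood at -0.45. No explanation was tested.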
